# FOXC1 Binds Enhancers and Promotes Cisplatin Resistance in Bladder Cancer

**DOI:** 10.3390/cancers14071717

**Published:** 2022-03-28

**Authors:** Yi-Tsung Lu, Tong Xu, Maheen Iqbal, Tien-Chan Hsieh, Zhifei Luo, Gangning Liang, Peggy J. Farnham, Suhn K. Rhie, Amir Goldkorn

**Keywords:** FOXC1, chromatin accessibility, drug resistance, enhancer activation, bladder cancer

## Abstract

**Simple Summary:**

In bladder cancer, cisplatin remains the front-line therapy, but drug resistance is common. Previously, we showed that cancer cells can spontaneously convert to an aggressive drug-resistant phenotype without mutational events. In the current work, we explored the epigenetic mechanism behind the conversion to the drug-resistant phenotype. We discovered that drug-resistant cells have differentially accessible enhancers, which are bound by FOXC1, a transcription factor that is overexpressed in these cells. Accordingly, FOXC1 knockout significantly attenuates the emergence of the drug-resistant phenotype and reduces cell survival upon cisplatin treatment. These findings suggest that FOXC1 binding at accessible enhancers promotes cisplatin drug resistance in bladder cancer cells. Therefore, FOXC1 targeting may be a new therapeutic avenue to mitigate cisplatin resistance and improve treatment efficacy in bladder cancer.

**Abstract:**

Chemotherapy resistance is traditionally attributed to DNA mutations that confer a survival advantage under drug selection pressure. However, in bladder cancer and other malignancies, we and others have previously reported that cancer cells can convert spontaneously to an aggressive drug-resistant phenotype without prior drug selection or mutational events. In the current work, we explored possible epigenetic mechanisms behind this phenotypic plasticity. Using Hoechst dye exclusion and flow cytometry, we isolated the aggressive drug-resistant cells and analyzed their chromatin accessibility at regulatory elements. Compared to the rest of the cancer cell population, the aggressive drug-resistant cells exhibited enhancer accessibility changes. In particular, we found that differentially accessible enhancers were enriched for the FOXC1 transcription factor motif, and that FOXC1 was the most significantly overexpressed gene in aggressive drug-resistant cells. ChIP-seq analysis revealed that differentially accessible enhancers in aggressive drug-resistant cells had a higher FOXC1 binding, which regulated the expression of adjacent cancer-relevant genes like *ABCB1* and *ID3*. Accordingly, cisplatin treatment of bladder cancer cells led to an increased FOXC1 expression, which mediated cell survival and conversion to a drug-resistant phenotype. Collectively, these findings suggest that FOXC1 contributes to phenotypic plasticity by binding enhancers and promoting a mutation-independent shift towards cisplatin resistance in bladder cancer.

## 1. Introduction

Bladder cancer is the eighth leading cause of cancer death in men, with an estimated 17,100 deaths in both men and women in the US in 2022 [1]. While it remains one of the most lethal cancers, significant advances in the understanding of the disease have led to the introduction of novel therapies altering the treatment landscape [2]. Despite the development of novel therapeutics and a better understanding of the disease process [3], cisplatin-based chemotherapy remains the backbone of standard systemic therapy. However, while some patients have an initial response to treatment, most ultimately relapse and succumb to their disease. The emergence of cisplatin resistance, therefore, remains a major obstacle to lasting cures.

While DNA mutations have long been the focus of resistance studies, there is now accumulating evidence that non-mutational mechanisms also play a role in cancer drug resistance. We have been studying a subpopulation of highly drug-resistant, tumorigenic side population (SP) cells in bladder cancer that emerge cyclically and predictably from non-side population (NSP) cells through serial passages in culture [4,5,6]. We have demonstrated that conversion to this drug-resistant SP phenotype is mediated, at least in part, by PIK3CA/AKT signaling and CBP/β-catenin transcriptional activation without additional mutations [5]. Similar non-mutational mechanisms of therapeutic resistance have been observed in other cancer types. In melanoma, a drug resistance subpopulation was driven by an epigenetic program induced upon drug treatment [7]. In colon cancer, cancer stem-like cells spontaneously emerged from the non-stem cells and were enriched after chemotherapy treatment [8]. More recently, single-cell sequencing identified a group of drug-resistant cancer cells that were able to undergo transcriptional adaptation and transcriptome reprogramming under selection pressure from chemotherapy treatment [9]. Collectively, these observations established that non-mutational mechanisms contribute to the emergence of drug-resistant cancer cells from the drug-susceptible overall population.

It has been postulated that the emergence of drug resistance is mediated by epigenetic mechanisms. Epigenetic perturbations such as enhancer mutation and enhancer hijacking have been demonstrated to play important roles in oncogenic transformation and cancer progression [10]. Furthermore, the expression of some oncogenes can be controlled by modulating chromatin modifiers and subsequent enhancer-promoter interactions. In several studies, chromatin modifiers in the KDM (histone lysine demethylase) family were shown to induce a slow-cycling, drug-resistant phenotype in a broad spectrum of malignancies [7,11,12,13]. In our model, we previously found that E2F3, a transcription factor crucial to the SP phenotype, has a more accessible promoter and is overexpressed in J82 SP cells [6]. Based on these earlier findings, we hypothesized that a genome-wide accessibility change exists when cells transit from NSP to SP cells, and we undertook a comprehensive investigation of differential chromatin accessibility at regulatory elements between SP and NSP cells. Using DNA methylation, chromatin immunoprecipitation coupled with sequencing (ChIP-seq), and transcriptome profiling, we characterized a potential epigenetic driver that promotes plasticity toward the drug-resistant phenotype.

## 2. Materials and Methods

### 2.1. Cell Culture

Human bladder cancer cell lines J82 (KCLB Cat# 30001, RRID: CVCL_0359), T24 (CCLV Cat# CCLV-RIE 0062, RRID: CVCL_0554), TCCSUP (ATCC Cat# HTB-5, RRID: CVCL_1738), and UMUC-3 (ECACC Cat# 96020936, RRID: CVCL_1783) were maintained in RPMI 1640 (T24) and DMEM (remaining cell lines) (Mediatech, Inc., Manassas, VA, USA) supplemented with 10% heat-inactivated fetal bovine serum (Omega, Tarzana, CA, USA), 1% penicillin (100 units/mL, Invitrogen, Waltham, MA, USA), and 1% streptomycin (100 µg/mL, Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C and 5% CO_2_ [4,5]. We authenticated the cell lines using 9-marker STR profiling (IDEXX BioAnalytics, Columbia, MO, USA) within the past 3 years. Interspecies contamination test (IDEXX BioAnalytics , Columbia, MO, USA) and mycoplasma evaluation (MycoAlert mycoplasma detection kit, Lonzo, Basel, Switzerland) were negative.

### 2.2. SP Assays

Hoechst staining and FACS analysis and sorting were conducted as described previously [4,5]. Briefly, cells were trypsinized, counted, and resuspended in prewarmed media at a concentration of 1 × 10^6^/mL. Hoechst 33342 (Sigma-Aldrich, St. Louis, MO, USA) was added at a concentration of 5 μg/mL, incubated for 2 h in a 37 °C water bath, and gently inverted several times during incubation. The cells were washed and resuspended in ice-cold DMEM media. Then, 7-AAD, used to discriminate dead cells, was added to the cells at a final concentration of 2 μg/mL. Samples were incubated for at least 5 min on ice before FACS analysis and sorting (FACSAria and FACSymphony, Tha, San Diego, CA, USA; both equipped with UV lasers).

### 2.3. AcceSssIble Assays

The AcceSssIble assay used in this paper was previously published along with the detailed methods [6]. Briefly, purified nucleic acids from SP and NSP cells were separated into the CpG methyltransferase (M.SssI, New England BioLabs, Ipswich, MA, USA) treatment group and the no enzyme control group. The M.SssI-treated groups gained methylation at accessible sites compared to the control groups [14,15,16]. The subsequent Infinium DNA methylation assay was performed at the University of Southern California Molecular Genomics Core, according to the manufacturer’s specifications (Illumina MethylationEPIC BeadChip, Illumina, San Diego, CA, USA). Beta (β) values from each methylation probe were calculated using the minfi package preprocessNoob function [17]. The accessibility of a probe was defined as the difference between the β-value of M.SssI-treated groups and the β-value of the control group. Following the original publication, a probe is defined as accessible if the increase of β-value after M.SssI-treatment is more than 0.3 [16].

### 2.4. RNA Sequencing (RNA-seq)

After RNA extraction by the Direct-zol RNA Kit (Zymo Research, Irvine, CA, USA), the RNA integrity number was measured by the Agilent 2100 Bio-Analyzer. For the RNA sequencing of SP and NSP cells, libraries were constructed using the KAPA mRNA HyperPrep Kit (Roche, Basel, Switzerland) using NEXTflex DNA Barcodes (Bioo Scientific, Austin, TX, USA). RNA sequencing was performed at the UCLA Technology Center for Genomics and Bioinformatics (Los Angeles, CA, USA), using an Illumina HiSeq 3000 platform (Illumina) for single-end sequencing, 50-bp read length, for about 30 million raw reads per sample.

For the RNA sequencing of J82 FOXC1-knockout and vector control cells, libraries were constructed using the KAPA mRNA HyperPrep Kit (Roche), and the sequencing was performed at the University of Southern California Molecular Genomics Core using NextSeq 550 (Illumina) platform for pair-end sequencing, 75-bp read length, for about 30 million raw reads per sample.

The resulting RNA-seq data were aligned to the hg19 human genome build using the STAR aligner [18]. SAM files were converted to BAM files using Samtools [19]. Counts for each gene from gencode version 19 [20] were assigned using the Subread package’s feature Counts program, with BAM files as the inputs [21]. Read counts were normalized and analyzed for differential expression analysis using the DESeq2 package in R 4.0.2 [22]. The cutoff of significantly differentially expressed genes was an adjusted *p*-value < 0.05 based on the Benjamini−Hochberg Procedure and a fold change of more than 30%. Transcripts with low mean normalized counts were filtered by DESeq2 as per the default setting. Gene set enrichment analysis was implemented and visualized using the clusterProfiler package [23].

### 2.5. Chromatin Immunoprecipitation Coupled with Sequencing (ChIP-seq)

For the J82 and T24 H3K27ac ChIP-seq analyses, raw data were downloaded from Gene Expression Omnibus (GEO), accession number GSE75286 [24]. ChIP-seq data were mapped to hg19 using bwa [25], and the peaks were called using MACS2 [26] according to the ENCODE3 ChIP-seq pipeline (https://www.encodeproject.org/chip-seq/ accessed on 15 May 2019). Enrichment peaks were examined in IGV, and the true H3K27ac peaks in J82 and T24 were visually determined by the enrichment *p* value based on the comparison of the peak to background. We determined the top 60,000 H3K27ac binding sites as true H3K27ac binding sites in J82, and the top 25,000 H3K27ac binding sites in T24. All true peaks, which had enrichment q-values < 1 × 10^−5^, , were used for the downstream analyses (Supplementary Table S1).

FOXC1 Chromatin immunoprecipitation assays were performed in J82 cells using a FOXC1 antibody (Cat# 8758, Cell Signaling Technology, Danvers, MA, USA) according to ENCODE standards, as previously described [27] using two biological replicates. ChIP-seq libraries were constructed using KAPA HyperPrep Kit (Roche) and NEXTflex DNA Barcodes (Bioo Scientific, Austin, TX, USA), and the sequencing was performed at the University of Southern California Molecular Genomics Core using NextSeq 550 platform for single-end sequencing, 75-bp read length, for about 50 million raw reads per sample. All ChIP-seq data were mapped to hg19 using bwa [25], and the peaks were called against input using MACS2 2.2.7.1 [26]. Reproducible peaks were called with the IDR tool, according to the ENCODE3 ChIP-seq pipeline (Encyclopedia of DNA Elements, https://www.encodeproject.org/chip-seq/ accessed on 20 October 2020) (Supplementary Table S2). FOXC1 and H3K27ac binding were visualized using deeptools [28].

### 2.6. Motif Analysis

Promoters are heavily enriched with conserved sequences (e.g., TATA box and CpG island consensus sequences), making it difficult to identify cell-type specific transcription factor putative binding sites. Therefore, to identify the motifs associated with transcription factors that are specifically enriched in SP or NSP cells, we performed a motif analysis in the enhancers. Enhancers were defined as the H3K27ac binding sites at least 2000 bp away from any transcription start sites (Gencode version 19), as previously done [20,29,30,31]. An accessible enhancer was defined as an enhancer with at least one accessible probe on the AcceSsslble assays. An SP-only enhancer was defined as an enhancer with at least one accessible probe in SP and zero accessible probes in NSP. The putative transcription factor binding sites on the enhancers were defined as the ENCODE DNase hypersensitivity sites on the enhancers within 500 bp from the accessible probes. The differential motif enrichment analysis was performed using HOMER v4.11 [32] via findMotifsGenome function, comparing the putative transcription factor binding sites in SP with the comparator (NSP) sequences as the background. De novo FOXC1 motif discovery was performed using HOMER findMotifsGenome function based on the top 500 FOXC1 ChIP-seq peaks on the enhancers using the default size of 200 bp near the peak summits.

### 2.7. FOXC1 Knockout

Knockout of FOXC1 was performed using CRISPR/Cas9 (lentiCRISPR v2, Cat# 52961, Addgene, Watertown, MA, USA). The lentiviral construct was courtesy of the Cui Lab at Cedars-Sinai Medical center [28]. The guide RNA (gRNA) sequence was 5′-GGGTGCGAGTACACGCTCAT-3′. The cells were then selected with puromycin 1–2 weeks before any experiments. Knockout clones were confirmed by Western blotting analysis.

### 2.8. Western Blotting

Proteins were extracted from human bladder cancer cells using a RIPA lysis buffer (Sigma-Aldrich), and the protein concentrations were determined by the BCA Protein Assay Kit (Bio-Rad, Hercules, CA, USA). Proteins were separated on 4–20% gradient gels and transferred to PVDF membranes using the iBlot Dry Blotting System (Thermo Fisher Scientific). Membranes were blocked in an Odyssey blocking buffer (LI-COR, Lincoln, NE, USA) and incubated with primary antibodies overnight at 4 °C. The primary antibodies were FOXC1 (1:1000, Cat# 8758, Cell Signaling Technology) and GAPDH (1:10,000, Cat# 2118, Cell Signaling Technology). The membranes were then incubated with goat anti-rabbit DyLight 800 secondary antibodies (1:10,000, Cat# 35571, Thermo Fisher Scientific) for 1 h at room temperature. Membranes were scanned using the Odyssey infrared imaging system (LI-COR).

### 2.9. Real-Time qPCR (RT-qPCR)

The total RNA was extracted from cells using the Direct-zol RNA Kit (Zymo Research) and was reverse-transcribed into single-stranded cDNAs using the qScript cDNA Synthesis Kit (Quanta BioSciences, Beverly, MA, USA). RT-qPCR was performed using Perfecta SYBR Supermix-IQ (Quanta BioSciences). FOXC1 primer sequences were forward 5′-CGGGTTGGAAAGGGATATTTA-3′ and reverse 5′-CAAAATGTTCTGCTCCTCTCG-3′. Quantitative PCR was performed in triplicate using the MyiQ single-color real-time PCR detection system (Bio-Rad) for 40 cycles at 95 °C for 10 s and 57 °C for 45 s. The iQ5 optical system software version 2.0 was used to analyze the results and was normalized by GAPDH and β-actin as the internal controls.

### 2.10. Flow Cytometry Analysis of FOXC1 after Cisplatin Treatment

J82 cells were seeded in triplicate in six-well plates the day before treatment. The next day, the cell culture medium was replaced with fresh medium containing cisplatin (Sigma-Aldrich) at 20µM versus equal volume PBS as the controls for 24 h of incubation. For flow cytometry, the cells were trypsinized, counted, and resuspended in prewarmed 10% FBS DMEM media at a concentration of 1 × 10^6^/mL. The cells were fixed with 10% formalin (Sigma-Aldrich) for 10 min at room temperature and permeabilized with PBS-0.1% Triton X-100 (Sigma-Aldrich) for 10 min below room temperature. After fixation and permeabilization, the cells were stained with FOXC1 antibody (1:100, Cat# PA5-18171, Thermo Fisher Scientific) and Alexa Fluor 546 secondary antibody (1:1000, Cat# A-11056, Thermo Fisher Scientific). Hoechst 33342 (Sigma-Aldrich) was used for nuclear staining. The samples were analyzed by FACSymphony (BD Biosciences, Franklin Lakes, NJ, USA).

### 2.11. Cell Viability Assays with Cisplatin Treatment

Here, 5000 cells were seeded in six duplicates in each well of 96-well plates the day before treatment. The next day, the cell culture medium was replaced with fresh medium containing cisplatin (Sigma-Aldrich) from 1000 µM to 0.5 µM using 1/3 serial dilutions. The surviving cell percentages were measured using an MTS assay (CellTiter 96 AQueous One Solution Cell Proliferation Assay, Promega, Madison, WI, USA) after 24 h using the PBS treated cells as the control. The concentrations of cisplatin leading to the biggest difference in cell survival between FOXC1 KO cell lines and controls were selected for presentation.

### 2.12. Statistical Analysis and Graphical Packages

All statistical analyses were performed in R versions 4.0.2, except the *p* values for motif enrichments, which were calculated by HOMER [32]. The *p* values and the statistical tests used to calculate them can be found throughout the text.

## 3. Results

### 3.1. Differential Accessibility at Regulatory Elements between SP and NSP Cells

To identify differentially accessible chromatin regions between drug-resistant SP and drug-sensitive NSP cells, we performed AcceSssIble assays in J82 to measure chromatin accessibility in the two cell subpopulations, as previously described [14,16]. The AcceSssIble assay utilizes CpG methyltransferase to convert unmethylated CpGs in open chromatin regions to methylated. Genome-wide open chromatin regions are identified by their increased methylation on CpGs after enzymatic treatment, using the Illumina Infinium Methylation EPIC BeadChip array platform. 

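RNA-seq was performed on SP and NSP cells of J82, an established human bladder cancer cell line. SP cells are the fraction that keeps little of the DNA dye Hoechst when cells are sorted, and NSP cells are the remainder. There were 4 SP and 4 NSP libraries, which carry the replicate numbers 1 to 4 in each group. The authors sequenced mRNA libraries as single-end 50-bp reads, aligned them to hg19 with STAR and counted reads on the genes of gencode version 19 with featureCounts. The deposited values are these raw counts per gene, without normalization. The total count per library was 1431823 to 1697218 in SP cells (median 1471285.5, n = 4) and 1489033 to 2073526 in NSP cells (median 1813005.5, n = 4). The methods state about 30000000 raw reads per sample, and the median total over the 8 libraries was 5.2% of that number. The values given here use the total counts. Counts were normalized for library size by edgeR's TMM method and are given as CPM, which is the count divided by the normalized library size and scaled alike for every library. Genes with too few counts for a test were left out by edgeR's filterByExpr, and the remaining 9309 of 57820 genes were tested between SP and NSP cells without a term for the replicate number. With these total counts, 26361 genes had at least 1 count. The number of counts behind a gene limits the precision of its fold change. The paper's text does not name the strand setting of the counting, and the counts differ by strand. A long noncoding RNA (lncRNA) had at least 50% of its exon length across exons of a protein-coding gene on the other strand, and the pair at least 100 counts, in 595 pairs. In 88.2% of these pairs the lncRNA had more counts per kb of exon than the protein-coding gene, with shares of 86.2% to 88.7% in the single libraries. The gene with the most counts was the lncRNA ENSG00000269968, on chromosome 12 of GRCh37 from 6646960 to 6647536, with 464412 counts over the 8 libraries. GAPDH, whose exons it overlaps by 422 bp on the other strand, had 13292.

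**Figure D1:**
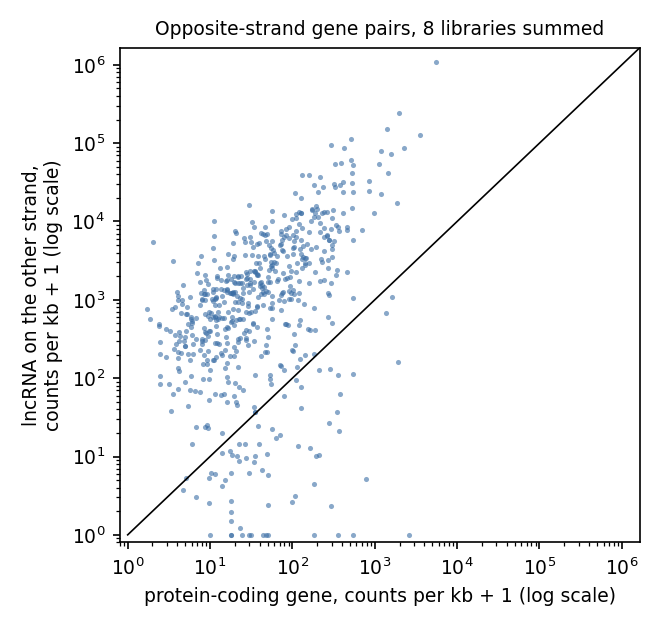
Counts per kb of exon, summed over the 8 libraries, of 595 lncRNAs (vertical axis) and of the protein-coding gene on the other strand whose exons each one overlaps (horizontal axis), both plus 1 and on log scales. Each point is a pair and the line marks equal values; 525 pairs lie above it.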

By combining the differential accessibility data with H3K27ac chromatin immunoprecipitation sequencing (ChIP-seq) and RNA sequencing (RNA-seq), we identified regulatory elements (promoters, enhancers) and target genes associated with the SP phenotype in J82 cells (Figure 1A). To examine chromatin accessibility at the promoters, we analyzed the CpG sites within a 2 kb window of transcription start sites. For enhancers, we examined regions located under H3K27ac marked sites outside of the promoters (>2 kb of transcription start sites) (Figure 1B). When we measured the genomic distribution of open chromatin regions, we found that enhancers were more accessible compared to promoters and gene bodies in J82 cells. Furthermore, more accessible enhancers were identified in SP cells, compared to NSP cells (Chi-square *p* = 5 × 10^−15^, Figure 1C, Supplementary Figure S1). Cells shifting to the SP phenotype gained greater enhancer accessibility across the genome than cells shifting to the NSP phenotype: Specifically, we identified 746 enhancers that are accessible in SP but not in NSP cells, significantly more than the 465 enhancers that are accessible in NSP but not in SP cells (Chi-square *p* < 2.2 × 10^−16^, Figure 1D). T24, another bladder cancer cell line, was used to validate our observation. We again observed that significantly more enhancers were gaining accessibility in SP cells than NSP cells (326 enhancers are accessible in SP but not in NSP cells, compared with 180 enhancers that are accessible in NSP but not in SP cells, Chi-square *p* < 2.2 × 10^−16^, Supplementary Figure S2). Our observation of greater differential accessibility at enhancers between SP and NSP cells motivated our subsequent investigation of transcription factors that drive the SP phenotype in bladder cancer by binding to enhancers.

### 3.2. Linking FOXC1 to Increased Enhancer Activity in SP Cells

Our strategy to identify the key transcription factors driving the SP phenotype was to identify transcription factor motifs that are enriched at SP enhancers that are both accessible and associated with increased expression levels of their putative target genes. Because it cannot be known a priori which gene is regulated by a distal enhancer, we searched for enriched motifs on SP accessible enhancers located within one megabase of the genes overexpressed in SP cells (Supplementary Tables S1 and S3) using the HOMER motif database [32], and we found that the Homeobox (HOX), Forkhead box (FOX), and nuclear receptor (NR) family motifs were significantly enriched in SP cells (Figure 2A). 

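In the RNA-seq of J82 cells, 152 of the 9309 tested genes were higher and 189 were lower in SP cells, at an adjusted p-value under 0.05 and a fold change over 1.3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 SP and 4 NSP libraries). The CPM values of the SP and NSP libraries did not overlap for 302 of these 341 genes. Over all tested genes they did not overlap for 908, or 9.75%, where chance gives 2.86%. With the replicate number as a block in the model, 548 genes were higher and 652 were lower, and these included all 341. Leaving out NSP replicate 2 had the largest effect among the single libraries and left 69 genes higher and 89 lower. Among the overexpressed genes with no overlap between the groups, the largest fold changes after those of the transcription factors and the transporter named by the paper were in the lncRNA ENSG00000226239 (log2 fold change 2.69, standard error 0.29) and in PKD1L1 (log2 fold change 2.40, standard error 0.28). The largest decreases were in SNRPA1-DT (log2 fold change -3.08, standard error 0.65), for which the SP libraries held only 0 to 6 counts and the log2 fold change was -5.20 without SP replicate 4, and in MME-AS1 (log2 fold change -2.48, standard error 0.29) and MME (log2 fold change -2.40, standard error 0.50), which overlap each other on opposite strands. Exons of ENSG00000226239 overlap those of CCM2L by 785 bp on the other strand, and exons of SNRPA1-DT overlap those of PCSK6 by 1897 bp. Which gene of each pair these counts belong to stays open. MME was not called without SP replicate 2. Its log2 fold change was -3.58 without SP replicate 1, the SP library with the most MME counts (12). An exon across an exon of a gene on the other strand was annotated for 207 of the 341 genes (60.7%) and for 54.2% of the tested genes. With all genes of that kind left out, a choice made after seeing the data, 59 genes were higher and 62 lower.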

Because members of a transcription factor family share a similar motif, we examined the RNA expression of all transcription factors belonging to the HOX, FOX, and NR families to identify the most likely family member that binds to the SP accessible enhancers. *FOXC1* and *NR4A3* were significantly overexpressed in SP cells (Supplementary Figure S3). 

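The FOXC1 gene (ENSG00000054598.5) has a single exon of 3983 bp on chromosome 6 of GRCh37, from 1610150 to 1614132 on the plus strand, and no annotated exon on the other strand lies across it. Its counts came to 78.5 ± 27.5 CPM in SP cells and 7.54 ± 2.86 CPM in NSP cells (SD, n = 4 each). These were 85 to 155 counts per SP library and 7 to 21 per NSP library. Given the strand pattern, it stays open whether they are reads of the FOXC1 transcript itself or of an unannotated one opposite. The log2 fold change was 3.33 (standard error 0.31, adjusted p = 9.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All SP libraries were above all NSP libraries (exact two-sided permutation test of log2(CPM + 1), p = 0.0286, the smallest p that 4 libraries against 4 allow). That test did not use the pairing by replicate number. Only 8 splits part all pairs, so an exact test within pairs could not reach 0.05. With the replicate block in the edgeR fit, FOXC1 was called as well (log2 fold change 3.32). With each library left out in turn, the log2 fold change stayed between 3.16 and 3.57. NR4A3 (ENSG00000119508.13; chromosome 9, 102584137 to 102629173, plus strand) had 71.6 ± 44.7 CPM in SP cells and 9.55 ± 5.36 CPM in NSP cells (SD, n = 4 each). Its log2 fold change was 2.86 (standard error 0.42, adjusted p = 0.00187 from the same edgeR test), and it was 2.37 without SP replicate 1, the library with the highest value. Reads that also match a related family member may have been left out or split by the counting, whose setting for such reads the paper's text does not name. Of 48 nuclear receptors, 20 were tested, and NR4A3 was the only one called, both over all genes tested and adjusted over the list alone. With the replicate block, NR2F1 (log2 fold change 0.78) and NR1D1 (log2 fold change 0.45) were called as well. NR2F1 was also called without a filter on low counts, at 0.79, and without SP replicate 1, at 1.055. Exons of both overlap exons on the other strand. Of 39 HOX genes, 8 were tested, and 0 were called higher, with 0 higher and 1 lower at an unadjusted p under 0.05. Adjusted over the list alone, 0 were called. The filter that asks for at least 10 counts in every library removes FOXC1 and NR4A3 from the test.

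**Figure D2:**
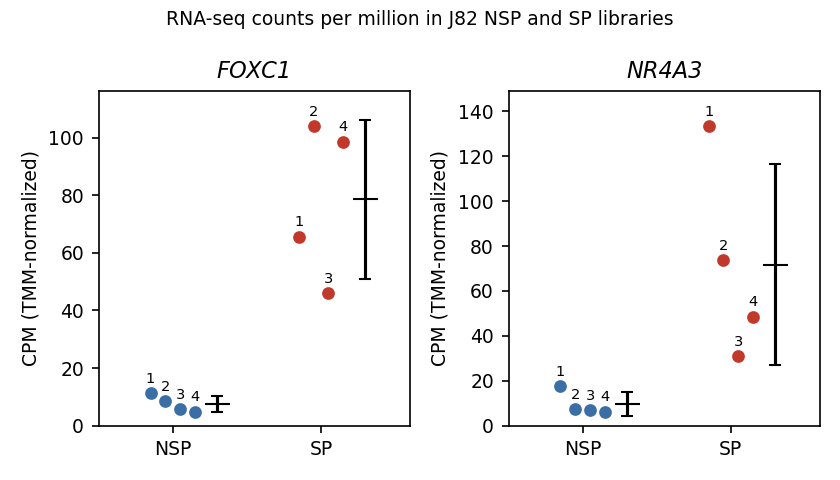
TMM-normalized CPM of FOXC1 and NR4A3 (vertical axes) in the 4 NSP (blue) and 4 SP (red) libraries of J82 cells, each point labelled with its replicate number; the black bars are the mean ± SD. FOXC1 lies at 46.0 to 103.9 CPM in SP cells and at 4.84 to 11.2 CPM in NSP cells.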

FOXC1 is a transcription factor known to contribute to cancer progression [33,34]. Furthermore, the transcriptome analysis revealed that *FOXC1* was the only significantly overexpressed FOX family transcription factor in SP cells (Figure 2B). 

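Of 50 FOX family genes, 35 had at least 1 count and 15 were tested. FOXC1 was called higher in SP cells and 0 were called lower, over all genes tested and adjusted over the list alone. FOXC1 was also the only FOX gene called higher under each of the other normalizations. The log2 fold changes of the other 14 ran from -1.31 to 0.29. FOXF2 was at the low end (chromosome 6, 1389811 to 1395838), with 4.71 ± 3.66 CPM in SP cells and 11.7 ± 4.81 CPM in NSP cells (SD, n = 4 each) and an adjusted p of 0.15 (log2 fold change -1.31, standard error 0.46, edgeR's quasi-likelihood test). With the replicate block, FOXF2 (log2 fold change -1.34) and FOXM1 (log2 fold change -0.66) were called lower in SP cells. FOXF2 was also called without a filter on low counts, at -1.32, and without SP replicate 1, at -1.94, and FOXM1 without SP replicate 3, at -1.07. The exons of FOXH1, FOXK2, FOXM1, FOXN3 and FOXP3 overlap exons on the other strand. Because members of a family share a motif, the paper turns to their expression to find which one most likely binds the SP accessible enhancers. FOXC1 is the FOX member it takes forward.

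**Figure D3:**
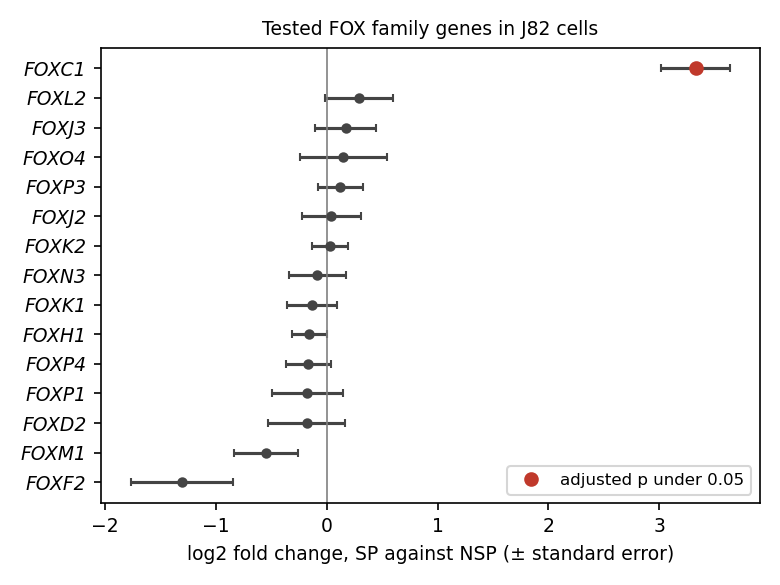
Log2 fold change between SP and NSP cells (horizontal axis) of the 15 tested FOX genes, with bars for the standard error. FOXC1, in red at 3.33, is the gene with an adjusted p-value under 0.05; FOXF2 is at -1.31.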

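Among the 152 overexpressed genes, FOXC1 ranked 1 by log2 fold change and 1 by p-value. ABCB1, NR4A3 and the lncRNA ENSG00000226239 followed by fold change, and the difference between FOXC1 and these genes was not tested. The rank by fold change was 2 without NSP replicate 3, where ABCB1 was higher at 3.58. It was 9 without a filter on low counts: the 8 genes above FOXC1 then had at most 3 counts in every NSP library and at most 5.2 CPM on average in SP cells. The rank by p-value was 2 with the replicate block and without SP replicate 1. Leaving out all genes with an exon across an exon of the other strand kept FOXC1 at rank 1 on both measures.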

Notably, *FOXC1* was not only the most overexpressed transcription factor in SP cells, but also the single most overexpressed gene, compared to NSP cells, across the entire transcriptome, supporting the hypothesis that it may have an important function in SP cells (Figure 2C). Using RT-qPCR, we confirmed a significantly increased *FOXC1* expression in J82 SP cells, compared to NSP cells (*t*-test *p* = 0.007, Figure 2D). We also assessed the J82 *FOXC1* expression after cisplatin treatment. We found that the *FOXC1* mRNA expression was 5.3-fold higher after cisplatin treatment (*t*-test *p* = 0.002, Figure 2E). To test whether this increase was driven by the elimination of a small subset of FOXC1-low cells or the emergence of a small subset of FOXC1-high cells, we also conducted flow cytometry, which showed that cisplatin treatment increased the mean FOXC1 protein levels by 29.5% (*t*-test *p* = 0.0003, Figure 2F), and that it did so across the entire cell population (Supplementary Figure S4). These results indicate that bladder cancer cells exhibit an increased FOXC1 expression in drug resistant SP cells, and also in response to cisplatin exposure.

### 3.3. FOXC1 Binding Sites Are Significantly More Accessible in SP Cells

To characterize the function of FOXC1, we first performed FOXC1 ChIP-seq in J82 cells (Supplementary Figure S5). We observed FOXC1 binding at promoters and enhancers (H3K27ac ChIP-seq peaks that are located >2 kb from the transcription start site) as well as non-enhancer non-promoter regions (Figure 3A). We further investigated the H3K27ac mark near FOXC1 binding sites and noted a similar phenomenon, in that only half of the FOXC1 binding sites were marked by H3K27ac (Figure 3B). To further define the role of FOXC1 in the plasticity between the SP and NSP cells, we identified the enriched motif from FOXC1 ChIP-seq peaks and measured its enrichment levels in the SP versus NSP cells. We found that the FOXC1 motif is more enriched at accessible enhancers located within one megabase of genes overexpressed in SP cells (Figure 3C). To further investigate the role of FOXC1 across bladder cancer cell lines, we analyzed FOXC1 motif enrichment at enhancers gaining accessibility in T24 SP and NSP cells. Similar to J82 cells, the FOXC1 motif is significantly enriched at enhancers gaining accessibility in T24 SP cells (Figure 3D).

These motif-based findings were confirmed by the actual FOXC1 ChIP-seq data, which showed significantly more FOXC1 binding near enhancers gaining accessibility in SP cells (Kolmogorov–Smirnov test *p* = 1.42 × 10^−13^, Figure 3E). These enhancers, which gain accessibility in SP cells, are also more frequently located at the FOXC1 binding sites (Chi-square *p* = 0.037, Supplementary Figure S6). Across the genome, more FOXC1 binding sites gained accessibility in SP cells than FOXC1 binding sites gained accessibility in NSP cells (Chi-square *p* < 2.2 × 10^−16^, Figure 3F). Taken together, our observations support the association between FOXC1 binding and increased accessibility in SP cells.

### 3.4. FOXC1 Controls Genes Regulating Drug Resistance and Cancer Stemness

To investigate the FOXC1-regulated gene network, we performed RNA-seq on FOXC1 knockout J82 cells. We identified 1444 genes down-regulated and 1660 genes up-regulated by FOXC1 knockout (Figure 4A; gray dots, see also Supplementary Table S4). Across the transcriptome, we observed that genes up-regulated in SP are down-regulated by FOXC1 knockout (Figure 4A; blue dots). Gene set enrichment analysis also showed that up-regulated genes in SP cells are down-regulated in FOXC1 knockout cells (normalized enrichment score (NES): 1.84, *p* = 0.0002, Figure 4B). Taken together, these results suggest that FOXC1 regulates many of the genes that are overexpressed in SP cells. Conversely, down-regulated genes in SP cells were up-regulated by FOXC1 knockout (NES: −1.72, *p* = 0.0005, Figure 4C and red dots in Figure 4A). These observations suggest that transcriptional changes associated with the transition to the SP phenotype are orchestrated by the FOXC1-regulated program.

To identify candidate transcriptional targets of FOXC1 that contribute to the drug-resistant SP phenotype, we interrogated FOXC1 binding and accessibility changes at genes up-regulated in SP and down-regulated by FOXC1 knockout. *ABCB1*, a well-known ATP-binding cassette transporter associated with cisplatin resistance in bladder cancer [35,36], is the gene with the highest differential expression after FOXC1 knockout. There is a FOXC1 binding site under an H3K27ac marked site within the gene. In J82 cells, the CpG sites on and near the FOXC1 binding site showed increased accessibility in SP cells (Figure 4D).

Another gene, *ID3*, is down-regulated by FOXC1 knockout and up-regulated in SP cells. 

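In the SP and NSP libraries, ID3 (ENSG00000117318.8; chromosome 1 of GRCh37, 23884417 to 23885992, minus strand) had 82.8 ± 11.8 CPM in SP cells and 38.6 ± 12.8 CPM in NSP cells (SD, n = 4 each). The counts were 96 to 181 in the SP libraries and 51 to 90 in the NSP libraries. The log2 fold change was 1.11 (standard error 0.21, adjusted p = 0.0085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every SP library lay above every NSP library. It was 1.00 to 1.37 with single libraries left out, highest without NSP replicate 3. No annotated exon on the other strand lies across the exons of ID3. The FOXC1 knockout libraries were not analysed here.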

ID3 is an inhibitor of basic helix−loop−helix (bHLH) transcription factors and has essential roles in cancer stem cell renewal and drug resistance [37,38]. There is a FOXC1 binding site on an intergenic enhancer 770K upstream of the *ID3* transcription start site. While this enhancer is accessible overall in both SP and NSP cells, multiple CpG sites showed a higher level of accessibility in J82 SP cells (Figure 4E). Furthermore, multiple genes near this enhancer were down-regulated by FOXC1 knockout, including *PITHD1*, *FUCA1*, and *IFNLR1*, supporting the function of FOXC1 in regulating this enhancer.

To further strengthen our observation, we examined the accessibility change in these genomic areas using T24 cells. We found that the same areas near *ABCB1* and *ID3* also gain accessibility in T24 SP cells (Supplementary Figure S7). These observations suggested FOXC1 may regulate cisplatin resistance in bladder cancer via enhancer activation of multiple known drug-resistance genes such as *ABCB1* and *ID3*.

### 3.5. FOXC1 Regulates the Transition to the SP Phenotype and Cisplatin Resistance in Bladder Cancer Cells

To further test the importance of FOXC1 in regulating bladder cancer cisplatin resistance, we performed a series of in vitro assays that investigated the function of FOXC1 in bladder cancer cells. We investigated the effect of FOXC1 knockout on the transition to the SP phenotype and drug resistance. In J82 cells, FOXC1 knockout significantly attenuates the emergence of the drug-resistant SP cells (*t*-test *p* = 0.0012 on day 3, and 0.0002 on day 7, Figure 5A, Supplementary Figure S8), without significantly impacting overall cell proliferation (Supplementary Figure S9). When cells were treated with cisplatin, J82 FOXC1 knockout cells had significantly less survival compared with the control cells (*t*-test *p* < 0.001, Figure 5B, Supplementary Figure S10A). Additional bladder cancer cell lines, including T24, UMUC-3, and TCCSUP, were tested to confirm the importance of FOXC1 in regulating cisplatin resistance. After FOXC1 knockout, all the cell lines demonstrated significantly decreased survival upon cisplatin treatment (Figure 5C–E, Supplementary Figure S10B–D). Although modest, the observed survival difference was consistent with the fact that FOXC1 knockout decreases drug-resistant SP cells, which comprise less than 10% of the overall cell population. In summary, FOXC1 potentiates transition to the drug-resistant phenotype across multiple bladder cancer cell lines.

## 4. Discussion

The canonical view of drug resistance focuses on genetic drivers, defined as the accumulation of DNA alterations conferring a selective growth advantage. However, there is rapidly accumulating evidence implicating epigenetic and other regulatory mechanisms in the development of resistance to various cancer therapeutic agents [39]. In this study, we aimed to characterize the epigenetic mechanisms driving the emergence of cisplatin resistance in bladder cancer. Using our previously described model of a cyclical transition between drug-resistant SP cells and drug-sensitive NSP cells in bladder cancer [4,5], we analyzed the chromatin accessibility of regulatory elements and found that enhancers had a higher level of differential accessibility than the promoters between SP and NSP cells. Using ChIP-seq and RNA-seq, we found that the transcription factor FOXC1 was not only highly overexpressed in SP relative to NSP cells, but also exhibited greater enhancer-binding in SP cells. FOXC1 knockout followed by RNA-seq revealed that FOXC1 positively regulates many of the same genes that are overexpressed in SP cells, some of which (e.g., *ABCB1* and *ID3*) have been shown to play a role in drug resistance and cancer stemness in previous reports [35,36,37,38]. Notably, these genes are located near FOXC1-bound enhancers that have increased accessibility in SP cells. In support of a functional importance of FOXC1 in bladder cancer, we found that treatment with cisplatin increased FOXC1 expression and that FOXC1 promoted conversion to the SP phenotype and cisplatin resistance in bladder cancer.

FOXC1 is a transcription factor known to play important roles in cancer progression. In lung cancer, FOXC1 expression is higher in tumors compared with normal tissues [40], and in breast cancer, FOXC1 expression is associated with a poor prognosis [41]. Moreover, an association between FOXC1 and chemotherapy resistance has been described in lung cancer [40,42], and FOXC1 has been shown to increase chemotherapy resistance and cancer stem cell properties in breast cancer [34]. FOXC1 downstream targets, such as MYC [43], LINC01123 [44], and MMP10 [45], have been reported to regulate tumor progression in various cancer types. In this study, we found that *ABCB1 and ID3* showed an increased expression in drug-resistant SP cells and became downregulated upon FOXC1 knockout. Furthermore, we identified FOXC1 binding at enhancers near these genes and these enhancers showed increased accessibility in SP cells. 

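ABCB1 (ENSG00000085563.10) lies on chromosome 7 of GRCh37, from 87132333 to 87342639 on the minus strand. Its span overlaps 3 genes of the other strand, but none of its exons does. Counts on ABCB1 came to 30.3 ± 4.76 CPM in SP cells and 4.05 ± 3.23 CPM in NSP cells (SD, n = 4 each). Given the strand pattern, whether they are reads of the ABCB1 transcript itself stays open and was not tested. The NSP libraries held 3 to 13 counts and the SP libraries 35 to 57, so the fold change rests on few NSP reads. The log2 fold change was 2.96 (standard error 0.39, adjusted p = 7.44e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ranged from 2.65 to 3.58 when single libraries were left out. ID3 changed less than ABCB1 but had more counts in both groups.

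**Figure D4:**
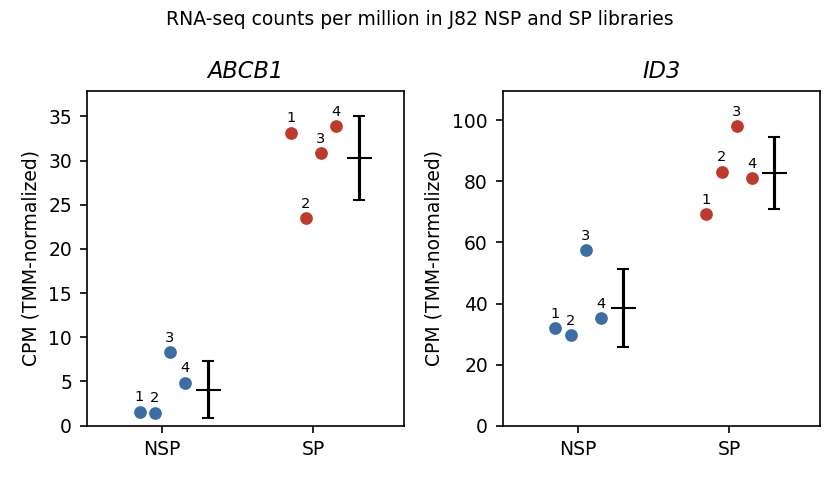
TMM-normalized CPM of ABCB1 and ID3 (vertical axes) in the 4 NSP (blue) and 4 SP (red) libraries, each point labelled with its replicate number, with mean ± SD in black. For both genes every SP library is above every NSP library; ABCB1 lies at 23.5 to 33.9 CPM in SP cells and 1.48 to 8.29 CPM in NSP cells.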

ABCB1 reduces intracellular concentrations of cytotoxic drugs, and is associated with chemotherapy resistance in bladder cancer [36] and with chemotherapy resistance and shorter survival in lung cancer [46]. ID3 belongs to the bHLH family, but lacks a DNA binding domain. It interacts with other bHLH proteins and prevents them from forming active heterodimers to bind DNA [47]. ID3 promotes the maintenance of cancer stemness and is associated with poor treatment outcomes in colon cancer and cholangiocarcinoma [37,48].

FOX family transcription factors bind a similar DNA sequence, but members of this large family have distinct expression patterns and regulate disparate biological processes [49]. One member of the FOX family, FOXA1, is a well-characterized pioneer transcription factor capable of priming the transition of chromatin from a condensed, inactive state to an accessible, transcriptionally competent one [50]. Given the conserved Forkhead domain amino acid sequence, the mechanism of FOXC1-induced enhancer activation may be similar to that of FOXA1 [51]. Indeed, the significant overlap between FOXC1 binding sites and increased chromatin accessibility in SP cells suggests that FOXC1 may act as a pioneer transcription factor in bladder cancer cells that transition to cisplatin resistance. Further supporting this possibility, we observed that half of the FOXC1 binding sites are outside promoter and enhancer regions, and are not marked by H3K27ac (Figure 3B,C). Furthermore, a recent report showed that *foxc1* is required for enhancer accessibility of genes controlling zebrafish facial cartilage development [52]. In our model, we speculate that when FOXC1 is overexpressed in SP cells or induced by cisplatin treatment, it binds to and transforms FOXC1-bound enhancers to their accessible and active state. This transition leads to the downstream activation of regulated target genes, including *ABCB1* and *ID3*, driving drug resistance in bladder cancer.

To the best of our knowledge, this is the first study describing a role for FOXC1 in regulating bladder cancer resistance to cisplatin. Our data suggest that the therapeutic effects of chemotherapy may be augmented by co-targeting the FOXC1-regulated network. Although there are no direct FOXC1 inhibitors described to date, previous reports have indicated that FOXC1 is regulated by the phosphatidylinositol 3-kinase (PI3K)-AKT signaling [53], a pathway that is being aggressively targeted with multiple therapeutics across cancer types. Consistent with this possible linkage between FOXC1, the AKT pathway, and cisplatin resistance of SP cells, we have previously shown that an AKT inhibitor can reduce the transition to the SP phenotype and decrease cisplatin resistance in bladder cancer [5]. Therefore, we suggest that therapeutic agents targeting the PI3K-AKT pathway could be used concomitantly with chemotherapy to inhibit FOXC1 signaling and suppress the emergence of drug resistance.

## 5. Conclusions

Spontaneous transition to a more drug-resistant phenotype is a mutation-independent mechanism of cisplatin resistance in bladder cancer. Using H3K27ac ChIP-seq and AcceSssIble assay, we discovered that bladder cancer cells with a drug-resistant phenotype have more accessible enhancers. The enhancers gaining accessibility in the drug-resistant phenotype are differentially bound by FOXC1, a transcription factor significantly overexpressed in the drug-resistant phenotype. Consistent with a role in regulating drug resistance, FOXC1 expression is increased upon cisplatin treatment, whereas FOXC1 knockout attenuates the emergence of the resistance phenotype and reduces cisplatin resistance in vitro. Collectively, these findings suggest that FOXC1 regulates phenotypic plasticity by promoting a mutation-independent shift towards cisplatin resistance in bladder cancer. As such, targeting the FOXC1-regulated transcriptional network concurrently with cisplatin therapy may constitute a novel therapeutic avenue that merits further investigation.

## Figures and Tables

**Figure 1:**
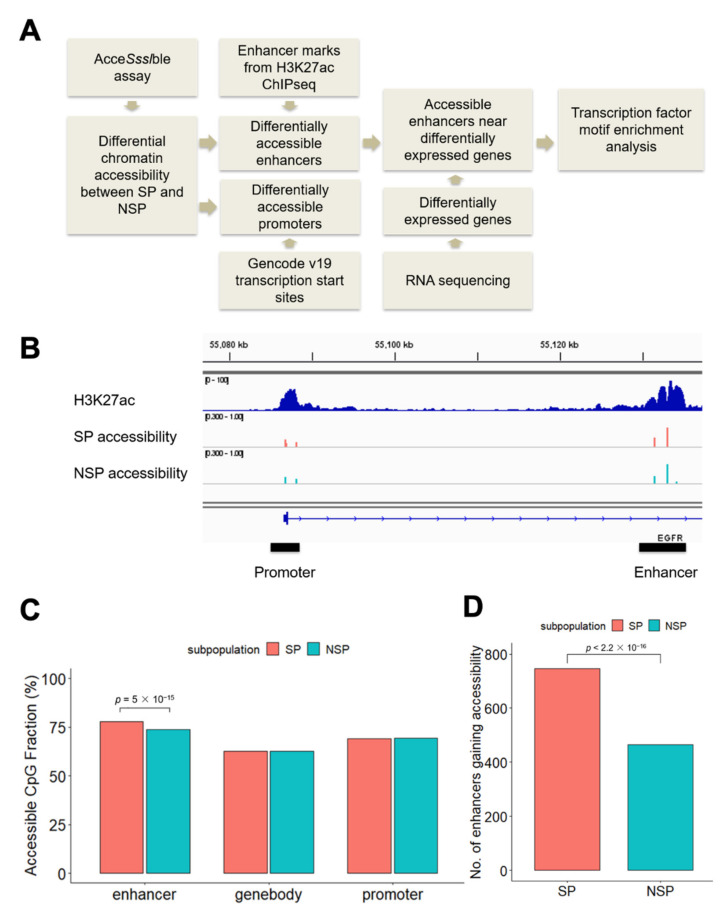
Differential accessibility at regulatory elements between SP and NSP cells. (**A**) Analysis workflow. (**B**) An intragenic enhancer within the EGFR gene from the set of the top 60,000 H3K27ac marks identified in J82 cells. (**C**) CpG sites at enhancers are more accessible in SP cells. The percentages of accessible CpG sites were calculated by dividing the number of accessible CpG sites (β-value increased > 0.3 after DNase treatment) by the total number of CpG sites in the given regions. The null hypothesis of the Chi-square test is that there is no relationship between the CpG sites accessibility (accessible versus not) and subpopulation (SP versus NSP). (**D**) SP cells have more enhancers that gain accessibility (defined as having at least one accessible CpG site compared with no accessible CpG sites in the same enhancer region in the counter subpopulation) than do NSP cells. The null hypothesis of the Chi-square test is that there is no relationship between the enhancer accessibility (gain versus not) and subpopulation (SP versus NSP).

**Figure 2:**
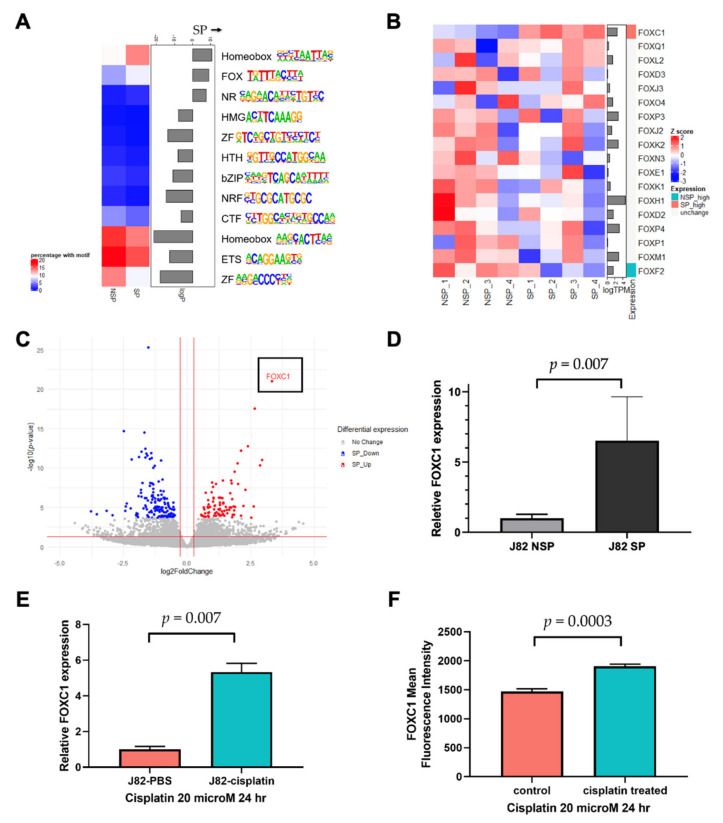
Linking FOXC1 to increased enhancer accessibility in drug-resistant bladder cancer cells. (**A**) The FOX family motif is enriched in accessible enhancers near overexpressed genes in SP cells. The color boxes on the left denote the percentage of DNase target region sequences, near accessible enhancer CpG sites, and differentially expressed genes, that contain the specific motifs. (**B**) RNA-seq identified FOXC1 as the only FOX family member overexpressed in SP cells; only genes with transcript per million (TPM) > 1 were considered expressed in our analysis. (**C**) The volcano plot showing FOXC1 is the most significantly overexpressed gene in SP cells. X-axis: log2 fold change comparing SP versus NSP. Gray: genes that are not statistically significantly changed; blue: underexpressed genes in SP cells; red: overexpressed genes in SP cells using *p* < 0.05 and fold change >30% cut-offs after filtering very low expressed genes. (**D**) qPCR confirmation of FOXC1 overexpression in SP cells. (**E**) RT-qPCR analysis demonstrated that FOXC1 mRNA increases after 24 h treatment of J82 cells with cisplatin. (**F**) The flow cytometry analysis demonstrated that FOXC1 protein expression increases after 24 h of treatment of J82 cells with cisplatin.

**Figure 3:**
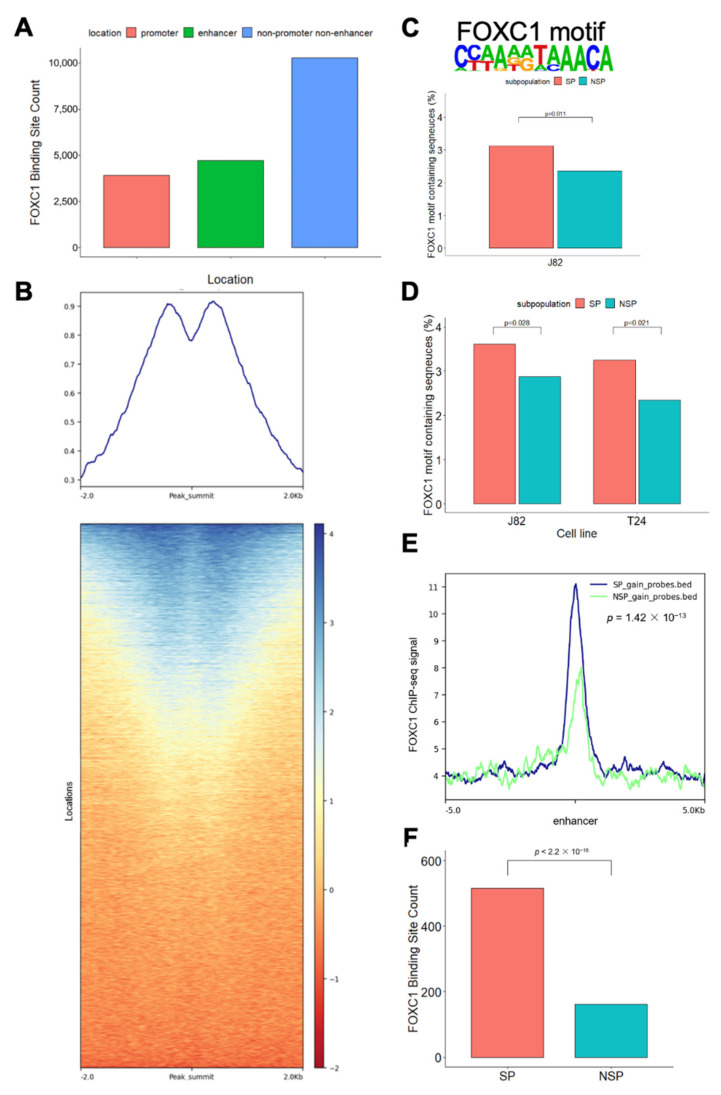
FOXC1 binding is associated with increased accessibility in SP cells. (**A**) Location of FOXC1 binding sites. Promoter FOXC1 binding sites are those within 2 kb of the transcription start sites. Enhancer FOXC1 binding sites are those under H3K27ac marked sites excluding the promoter sites. (**B**) Shown are the tag density plot and the heatmap of H3K27Ac ChIP-seq data centered on the genomic locations of the FOXC1 binding sites. (**C**) FOXC1 motif and its enrichment at accessible enhancers within one megabase of overexpressed genes in J82 SP cells. Percentages of the FOXC1 motif containing sequence were calculated by dividing the number of sequences containing the FOXC1 motif by the total number of sequences (sequences of the DNase target regions near accessible enhancer CpG sites and differentially expressed genes in one subpopulation) in the regions. (**D**) The FOXC1 motif is enriched at enhancers gaining accessibility in J82 and T24 SP cells. Percentages of FOXC1 motif containing sequence were calculated by dividing the sequences containing the FOXC1 motif by the total number of sequences (sequences of the DNase target regions on the enhancers near CpG sites gaining accessibility in one subpopulation) in the regions. (**E**) FOXC1 displays a higher binding to the enhancer CpG sites gaining accessibility in SP cells than to the enhancers gaining accessibility in NSP cells. Definition of CpG sites gaining accessibility: (1) the accessibility (β-value change after DNase treatment) is more than 0.3 (2) and the differences in accessibility between the subpopulations are more than 0.2. X-axis: distance to the enhancer CpG with increased accessibility. Y-axis: FOXC1 ChIP-seq signal. (**F**) Number of FOXC1 binding sites that gain accessibility in SP and NSP cells. FOXC1 binding sites that gain accessibility are defined as those with at least one accessible CpG site compared with no accessible CpG sites in the same FOXC1 binding sites in the counter subpopulation. The null hypothesis of the Chi-square test is that there is no relationship between the FOXC1 binding site accessibility (gain versus not) and subpopulation (SP versus NSP).

**Figure 4:**
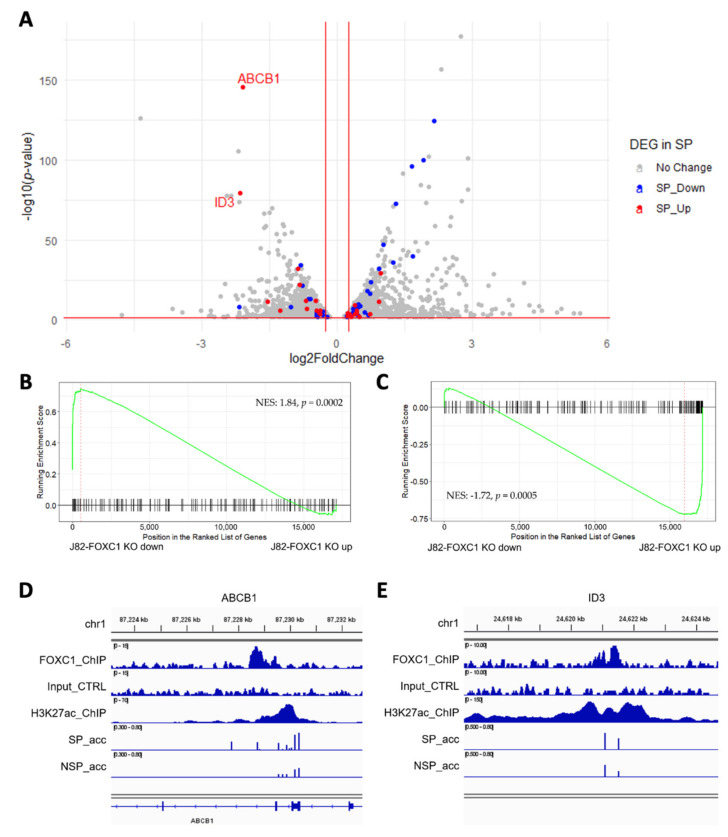
FOXC1 controls the genes regulating drug resistance and cancer stemness. (**A**) The volcano plot of differentially expressed genes upon FOXC1 knockout (FOXC1 KO) with the overlay of differentially expressed genes in SP and NSP (found from Figure 2C). X-axis: log2 fold change comparing FOXC1 KO versus control. The genes up-regulated in SP cells (red) are enriched among FOXC1 KO down-regulated genes (left), and the genes down-regulated in SP cells (blue) are enriched among FOXC1 KO up-regulated genes (right). (**B**) Geneset enrichment analysis (GSEA) shows genes down-regulated in SP cells are enriched among FOXC1 KO up-regulated genes. NES: normalized enrichment score. (**C**) GSEA shows genes upregulated in SP are enriched among FOXC1 KO down-regulated genes. (**D**) A FOXC1 binding site in the enhancer region located at the *ABCB1* gene body gains accessibility in SP cells. SP_acc: SP accessibility; NSP_acc: NSP accessibility. (**E**) A FOXC1 binding site in the enhancer region located at 770K upstream of the *ID3* gene gains accessibility in SP cells. SP_acc: SP accessibility; NSP_acc: NSP accessibility.

**Figure 5:**
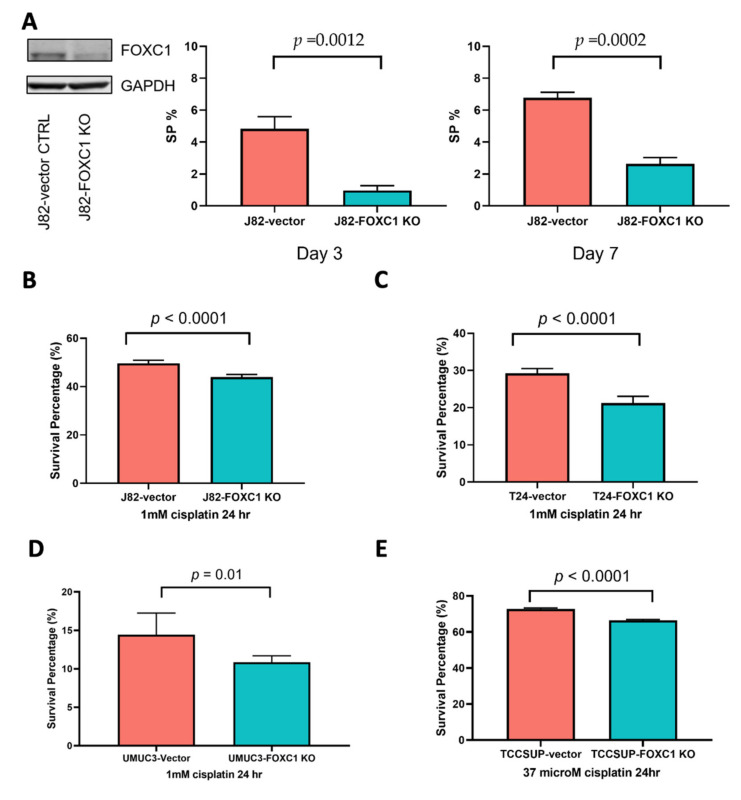
FOXC1 regulates the transition to the SP phenotype and cisplatin resistance in bladder cancer cells. (**A**) Left panel: Western blot showing a decrease in FOXC1 protein in the knockout cells; the percentage of SP cells is decreased at day 3 (middle panel) and day 7 (right panel) after FOXC1 knockout (FOXC1 KO) in J82 cells. FOXC1 KO decreases survival after cisplatin treatment of J82 (**B**), T24 (**C**), UMUC3 (**D**), and TCCSUP (**E**) cells. The uncropped blots of Figure 5A can be found in Supplementary Figure S11.

## Data Availability

The array-based DNA methylation data were previously published and deposited in the GEO repository under the accession number GSE123610. RNA-seq and ChIP-seq data are available at GEO under the accession number GSE169336. Additional data supporting our findings are available from the corresponding authors upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14071717/s1. Supplementary Figure S1: Accessibility difference between SP and NSP is greater at enhancers than at promoters. Figure S2: SP cells have more enhancers that gain accessibility than do NSP cells in T24. Figure S3: *FOXC1* and *NR4A3* are significantly overexpressed in SP cells. Figure S4: FOXC1 binding sites are identified genome-wide in J82 cells. Figure S5: Significantly more enhancer CpG sites gaining accessibility in SP are bound by FOXC1. Figure S6: T24 SP cells also gain accessibility in the enhancer CpG sites near *ABCB1* and *ID3*. Figure S7: Representative flow cytometry plots showing an overall shift toward higher FOXC1 protein expression after cisplatin treatment of J82 cells. Figure S8: Representative flow cytometry plots showing that FOXC1 knockout decreased SP population in J82 cells. Figure S9: FOXC1 knockout did not significantly change proliferation. Figure S10: FOXC1 knockout decreased cisplatin resistance across multiple bladder cancer cell lines. Figure S11: Uncropped western blot for FOXC1 protein expression in J82 vector control and J82 FOXC1 KO cells. Figure S12: Uncropped western blot for FOXC1 protein expression in T24 vector control and T24 FOXC1 KO cells. Figure S13: Uncropped western blot for FOXC1 protein expression in TCCSUP vector control, TCCSUP FOXC1 KO, UMUC3 vector control, and UMUC3 FOXC1 KO cells. Supplementary Table S1: J82 H3K27ac ChIP-seq peaks. Table S2: J82 FOXC1 ChIP-seq peaks. Table S3: SP NSP differentially expressed genes. 

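The table of SP and NSP differentially expressed genes has 399 rows, 153 higher and 246 lower in SP cells (the paper's counts), each with a log2 fold change, a p-value and an adjusted p-value. Run with its default settings on the deposited counts of the 8 libraries, DESeq2 gave the log2 fold change and p-value of all 399 rows, within a relative difference of 0.0001. It also called 153 genes higher and 246 lower. The 341 genes called by edgeR's quasi-likelihood test share 315 with the table in the same direction. Another 26 are not in the table, and 84 genes of the table were not called by edgeR. In the table, 298 rows could be matched to a gene by symbol, and the others were matched by their values. Of the 399 rows, 247 (61.9%) are on genes with an exon across an exon of a gene on the other strand.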

Table S4: FOXC1 Knockout differentially expressed genes. Table S5: Survival percentages for the cisplatin dose-response curves in J82 and J82 FOXC1 KO cells. Table S6: Survival percentages for the cisplatin dose-response curves in T24 and T24 FOXC1 KO cells. Table S7: Survival percentages for the cisplatin dose-response curves in UMUC3 and UMUC3 FOXC1 KO cells. Table S8: Survival percentages for the cisplatin dose-response curves in TCCSUP and TCCSUP FOXC1 KO cells.

How the deposited data were processed for this re-analysis (not part of the article)

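The RNA-seq data compare SP and NSP cells of the human bladder cancer cell line J82, with 4 libraries per group. The authors aligned single-end 50-bp reads to hg19 with STAR, counted them on the genes of gencode version 19 with featureCounts and deposited the raw counts of 57820 genes for each library, without normalization. The paper's text does not name the strand setting or the treatment of reads that match several genes. The total counts were 1431823 to 1697218 per SP library and 1489033 to 2073526 per NSP library. The largest share of a library's counts on one gene was 4.93%. Each library was assigned to its group and replicate number by its column name.

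Gene symbols and positions were joined by the unversioned gene identifier from the GENCODE annotation mapped to GRCh37, the build that hg19 corresponds to. An annotation was found for 55538 genes (96.1%), and the genes without one held 4.06% of all counts. Exon overlap with genes on the other strand was computed from the same annotation. The libraries of the FOXC1 knockout, the ChIP-seq and the accessibility arrays were not analysed here.

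The deposited counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit and glmQLFTest), without a covariate. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.3, which is the paper's cutoff. CPM values use the TMM-normalized library sizes. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Single genes were also compared by an exact two-sided permutation test of log2(CPM + 1), whose smallest p for 4 libraries against 4 is 0.0286. It did not use the pairing by replicate number. On simulated counts for 9309 genes with 200 changed, edgeR recovered 99% of the 4-fold and 68% of the 2-fold changes, with 8 false calls among 186; DESeq2 1.42.0 recovered 98% and 59%, with 8 false calls among 176.

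Lists of FOX, HOX, nuclear receptor, ABC transporter, mitochondrially encoded, S phase, G2M and immediate early genes were written before the data were examined, as were the main design and the alternatives. The last 5 lists were tested with camera at an inter-gene correlation of 0.01, with fry beside it (limma 3.58.1), and passed at a p under 0.05 after Benjamini-Hochberg adjustment over the lists of the same fit. The comparison of the alternatives first used the unadjusted p, and this was changed after the values were seen. In the main fit the ABC transporter list has an unadjusted camera p of 0.0487. The genes named in the text are those the paper names, the called members of these lists, ABCG2, the 5 largest and 5 smallest log2 fold changes among called genes whose groups do not overlap, and the 3 smallest p-values in each direction. Any other gene was chosen after its values were seen.

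The replicate numbers are shared by the groups. Deviations from the group means of same-numbered SP and NSP libraries had correlations of 0.383, 0.205, 0.323 and 0.323 for the numbers 1 to 4, so the numbers were taken to pair the libraries, and a fit with the replicate block was run as an alternative. Replicates of one condition differed by more than the sampling noise, with a chi-square per degree of freedom of 5.63 to 13.5, so no 2 were taken as 1 library, and each labelled replicate was counted as 1 sample. This does not show that the replicates are independent cultures or sorts. The other alternatives were DESeq2's size factors within edgeR, upper-quartile normalization, DESeq2, limma voom with sample quality weights, no filter on low counts, at least 10 counts in every library, a test against a fold change of 1.3, leaving out mitochondrial genes, leaving out each library in turn and, chosen after seeing the data, leaving out genes with an exon across an exon of the other strand.

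Pairs of a lncRNA and a protein-coding gene on the other strand were formed where at least 50% of the lncRNA's exon length lay in the gene's exons, with the gene of the largest overlap taken. The comparison of counts per kb was run on simulated pairs in which the lncRNAs had no transcription of their own. With nearly all reads on the other strand and on the annotated strand it gave 100.0% and 0.0% of pairs with the lncRNA above. These outcomes follow from the setting, so they check only the calculation. Counting without regard to strand was not simulated. The comparison used Python 3.11.15 and scipy 1.17.1.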

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

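The tests in this part were chosen after the result was seen, with these exceptions. The mitochondrial list, the main fit and the alternative fits given for that list were set before the data were examined. The test of misplaced reads among the mitochondrial genes was set before its value was computed.

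The strand of the counts stands out, in genes that the paper does not discuss. Among 595 lncRNAs that lie across exons of a protein-coding gene on the other strand, 88.2% had more counts per kb than that gene, with a median ratio of 36.7. Of the 20 genes with the most counts, 16 have an exon across an exon of the other strand. All 16 had more counts than the gene they overlap, but picking genes by their counts favours this result, so it is not separate evidence. On the mitochondrial chromosome, MT-ND6, the protein-coding gene of the minus strand, had 612556 counts per kb, 40.5 times the highest of the 12 genes on the plus strand. Counting without regard to strand would leave a lncRNA inside another gene's exons with no more than about that gene's density, but the median ratio was 59.9 where at least 90% of the lncRNA lay in the overlap. Transcription of the lncRNAs themselves would not need the exons to meet. Those with the exon overlap had 899.8 times the mean counts per kb of the 1548 that lie inside such a gene without touching its exons. A candidate explanation that remains is that most counts are of reads on the strand opposite to the transcript they came from; under it, the genes without an opposite gene keep only the small share of reads that fell on the other strand. The pattern was found and tested on the same data, and the setting used by the authors is not named in the paper's text. Both SP and NSP libraries show it, so the design offers no condition to set against it.

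Counts on the mitochondrially encoded genes, which the paper does not discuss, were higher in SP cells, with a median log2 fold change of 1.42 over 13 genes. If most counts are of the opposite strand, those on the 12 plus-strand genes do not measure the expression of these genes. All 13 had positive fold changes and 12 were called (camera adjusted p = 3.96e-14, fry adjusted p = 0.0188). Camera was run at an inter-gene correlation of 0.01, which takes these genes of 1 chromosome as almost independent, so its p can be too small. MT-ND6 was not called (log2 fold change 0.88, adjusted p = 0.121 from edgeR's quasi-likelihood test) except with the replicate block, without a filter on low counts and without NSP replicate 4. The number called depends on single libraries: it was 5 without NSP replicate 2 and ranged up to 13 when others were left out. DESeq2 called 10. The choice of normalization is argued against, since the lowest median under another scaling was 1.40. Among the 35 splits of the 8 libraries, 2 gave a camera p as small: the real one, and one that parts only 2 of the 4 replicate pairs. The latter had an unadjusted camera p of 3.8e-22, against 7.9e-15 for the real split. Among the 8 splits that part all 4 pairs, 1 gave a camera p as small, the real one. With 8 splits the share cannot fall under 0.05, so chance is not excluded. A larger share of misplaced reads in SP libraries may contribute: the protein-coding genes of the opposite-strand pairs rose by 0.20 (median, log2) against their lncRNAs, while the plus-strand mitochondrial genes rose by 0.54 against MT-ND6, and these values leave it open how much of the difference it explains. Reads shared with nuclear copies of mitochondrial genes, and a difference between SP and NSP cells themselves, stay open and were not tested.

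In 8 of 81 groups of 4 libraries, 1 library lay far from the other 3, where chance gives about 4. The gap as a share of the range was 0.892 for ATF3 in NSP cells (replicate 3), 0.83 for LTO1 in NSP cells (replicate 3), 0.888 for MME in SP cells (replicate 1), 0.842 for MT-ATP6 in NSP cells (replicate 4), 0.895 for NR4A3 in NSP cells (replicate 1), 0.89 for SNRPA1-DT in NSP cells (replicate 4), 0.837 for SNRPA1-DT in SP cells (replicate 4) and 0.886 for the mean of the S phase genes in SP cells (replicate 3). NSP replicates 3 and 4 were the far library in 2 of these groups each and no library in more; no explanation was tested.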

How the results depend on the processing

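FOXC1, NR4A3, ABCB1 and ID3 kept their direction and their call under every alternative that tested them; with at least 10 counts in every library, FOXC1, NR4A3 and ABCB1 are not tested. The genes called higher and lower stayed within 1.5 times 152 and 189 with DESeq2's size factors, upper-quartile normalization, DESeq2, limma voom, at least 10 counts in every library and without mitochondrial genes. Causes of the changes below were not tested unless given.

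The replicate block raised the calls to 548 higher and 652 lower, the FOX members lower to 2 and the nuclear receptors higher to 3, and moved FOXC1 to rank 2 by p-value. It also called MYC (log2 fold change 0.58), MT-ND6 (0.87), the FOX genes and nuclear receptors given with their families, 13 G2M genes lower in place of 2, 2 S phase genes lower in place of 1, 8 immediate early genes higher in place of 1 and 1 lower in place of 0, and 2 ABC transporters in place of 1. It changed no other call among the genes named and moved none of the 5 lists across camera's threshold. Without a filter there were 303 genes higher, 381 lower, 1 FOX member lower and 2 nuclear receptors higher, FOXC1 ranked 9 by fold change, and the S phase median of -0.081 and the ABC transporter median of 0.183 passed camera's threshold, which they do not in the main fit. With at least 10 counts in every library, 0 FOX members and 0 nuclear receptors were called higher, since FOXC1 and NR4A3 were not tested, and the immediate early median of 0.314 did not pass. A test against a fold change of 1.3, which asks for more by construction, called 51 genes higher and 67 lower, of which 118 are in Table S3. With fry in place of camera, the G2M median of -0.38 did not pass and the ABC transporter median of 0.15 did. Without genes with an exon across an exon of the other strand, chosen after seeing the data, 4254 genes were tested, 59 were higher and 62 lower, 110 of these are in Table S3, and the ABC transporter median of 0.13 passed camera's threshold.

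Across the 8 fits that each left out one replicate, which have fewer libraries, the genes higher ranged from 69 to 164, those lower from 89 to 181 and those in Table S3 from 155 to 276, lowest without NSP replicate 2. FOX members lower ranged from 0 to 1, nuclear receptors higher from 1 to 2, FOXC1's rank from 1 to 2 by fold change and from 1 to 2 by p-value, the S phase median from -0.12 to 0.001 (above 0 without SP replicate 4), the ABC transporter median from 0.033 to 0.24, the G2M median from -0.78 (without SP replicate 3) to -0.23 and the immediate early median from 0.19 (without SP replicate 3) to 0.47. The S phase and ABC transporter medians passed camera's threshold without NSP replicate 2 and without SP replicate 3, and the other lists passed it in all 8 fits. PITHD1, unchanged at 0, took a positive sign with upper-quartile normalization (0.019) and the block (0.003) and ranged from -0.22 to 0.14. Of 28 other single genes chosen by the rules given, 13 kept their direction and their side of the threshold under every alternative that tested them, 1 (PITHD1) changed only its sign, 12 were weaker under at least 1 alternative and 2 were stronger.

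At these total counts, genes with few reads, such as ABCG2, were left out of the main fit by its filter on low counts. DESeq2 gave ABCG2 a log2 fold change of 1.99 (standard error 1.33, unadjusted p = 0.136 from DESeq2), which rests on few reads.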

Differences from the paper's values

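In the main fit, no value of the paper for FOXC1, NR4A3, ABCB1 or ID3, and no count of genes higher or lower, lay beyond the error or beyond 1.5 times the value computed here. At least one of the 2 counts lay beyond 1.5 times with the replicate block, without a filter on low counts, with at least 10 counts in every library, in the test against a fold change of 1.3 and in each fit that left out one library, except those without NSP replicate 3 or NSP replicate 4. Both counts also did without genes with an exon across an exon of the other strand. That fit, chosen after seeing the data, tested only 4254 genes and called 59 higher and 62 lower. The log2 fold change lay beyond the error for NR4A3 without NSP replicate 1 and without SP replicate 1, and for ABCB1 and ID3 without NSP replicate 3.

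The heatmap of FOX genes in Fig. 2B marks FOXF2 as higher in NSP cells. Here its log2 fold change was -1.31, with an adjusted p of 0.15 from edgeR's quasi-likelihood test and 0.204 from DESeq2, and Table S3 does not list it. The alternatives that call it lower in SP cells are the fit without a filter on low counts (log2 fold change -1.32), the fit with the replicate block (-1.34) and the fit without SP replicate 1 (-1.94).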

Other observations

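The tests of the splits, of the paired fold changes and of the exons across FOXC1 were chosen after the result was seen; those of misplaced reads at FOXC1 and of neighbouring genes were set before their values were computed.

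Of the 35 splits of the 8 libraries into groups of 4, 1 gave as many called genes as the real split, the real one itself; one other gave 2 calls and the rest 0. With the replicate block, 1 of the 8 splits that part all 4 pairs gave as many, again the real one, and the other 7 gave 0. With 8 splits the share cannot fall under 0.05.

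Where both genes of an opposite-strand pair were tested (359 pairs), their log2 fold changes went together across pairs (Pearson r = 0.636, Spearman rho = 0.601, permutation p = 1e-05 for both, the smallest that 100000 resamples give; r = 0.611 without the 2 farthest pairs). Genes are not independent replicates. The change was in the same direction in 238 pairs (66.3%). With the nearest tested protein-coding gene whose exons they do not meet, at a median distance of 9739 bp, the same protein-coding genes had r = 0.223, so shared change of neighbouring genes does not account for all of it. The values are consistent with both genes of a pair counting reads of the same transcripts, which is a hypothesis found on these data. The examples that follow were looked up after their values were seen. LTO1 (log2 fold change -1.51, adjusted p = 1.44e-04) overlaps exons of CCND1 by 497 bp, and CCND1 fell by 1.32. GAS6-AS1 (log2 fold change -1.66) overlaps GAS6, which fell by 1.31. MME-AS1 fell by 2.48 and MME fell by 2.40. Which gene of such a pair the counts belong to cannot be read from the table alone.

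For FOXC1, 0 bp of exon lie across an annotated exon of the other strand, which argues against reads of an annotated opposite gene. A larger share of misplaced reads in SP libraries would raise FOXC1 with the protein-coding genes of the pairs, which rose by only 0.20 against their lncRNAs (bootstrap interval 0.17 to 0.22 over 359 pairs), far less than the log2 fold change of 3.33. Whether the counts of FOXC1 are a small share of the reads of its own transcript or belong to an unannotated transcript on the other strand stays open.

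The lists tested as sets gave the following. Since the replicate numbers pair the libraries, each list is given with all 35 splits and with the 8 that part all 4 pairs, where the numbers were the same with the replicate block in the fit; with 8 splits the share cannot fall under 0.05. The immediate early genes were higher in SP cells (median log2 fold change 0.39, 21 of 25 positive, camera adjusted p = 0.011, fry adjusted p = 0.0188). The median was 0.19 without SP replicate 3, and 4 of 35 and 2 of 8 splits gave a camera p as small. With the replicate block, the unadjusted fry p rose from 0.011 to 0.0354, and no adjusted value was computed for it. NR4A3 was left out of this list beforehand, although the related NR4A1 and NR4A2 are in it. Sorting and trypsin can induce such genes. The methods describe the same trypsin, staining and sorting steps for SP and NSP cells, so these steps alone do not predict a difference between them. The G2M genes were lower (median -0.38, 28 of 35 negative, camera adjusted p = 1.5e-06, fry adjusted p = 0.225; -0.78 without SP replicate 3), and 12 of 35 and 2 of 8 splits gave a camera p as small; with the replicate block 13 genes of this list were called lower, in place of 2. The S phase genes had a median of -0.04 (camera adjusted p = 0.114, fry adjusted p = 0.289; 15 of 35 and 3 of 8 splits). The ABC transporters had a median of 0.15 (11 of 16 positive, camera adjusted p = 0.0609, fry adjusted p = 0.00942), and 1 of 35 and 1 of 8 splits, the real one, gave a camera p as small. ABCB1 was the one ABC transporter called in the main fit. Whether sorting, the cell cycle or the SP phenotype is behind these values was not tested.

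Other genes that the paper names had these values in SP and NSP cells. MYC had 82.3 ± 28.6 and 53.7 ± 6.91 CPM (SD, n = 4 each; log2 fold change 0.62, adjusted p = 0.169 from edgeR's quasi-likelihood test) and was called with the replicate block (log2 fold change 0.58) and without SP replicate 1 (0.82). PITHD1 had 12.5 ± 3.35 and 12.7 ± 4.12 CPM. E2F3 and FUCA1 had too few counts for the edgeR filter, with 6 to 12 and 4 to 12 counts per library for E2F3 and 4 to 6 and 5 to 10 for FUCA1. IFNLR1 and LINC01123 had at most 3 counts in any library, and MMP10 had 0 in all. ABCG2, which was looked at beside them, had 0 to 4 counts in SP and 0 to 2 in NSP libraries.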
